A study of Ambystoma mexicanum with 6 samples.

How the data were processed

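ATAC-seq libraries from 6 samples of axolotl limb were analysed, 2 for each of 3 groups. Per the labels, 10000 sorted cells with a 4C DNA content went into each library, Tn5 was used for transposition, and sequencing was paired-end with reads of 100 bp. Groups and replicate numbers were taken from the sample descriptions in the labels. The titles of the systemically activated libraries carry the abbreviation CTL, which the labels do not spell out. The day, 14 after amputation, comes from the design text, which gives it for the limbs other than the blastema, and the labels give no day for the blastema. No sequencing batch is given in the labels, so batches could not be examined.

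Each library had 1 list of peaks in a layout of 10 columns without a header, so peaks were listed per library and not on pooled replicates. The aligner, the peak caller and its settings, any shift of read ends for the Tn5 cut, the handling of duplicate reads, the filters and the genome build are not stated in the labels or the lists. The values were used or checked as follows. The deposited score (column 5) was, in 100% of the records of each list, the signal of column 7 divided by the width in bp times 1000 and capped at 1000, so it adds nothing to column 7 and was not used further. The deposited signal value (column 7) was read as an area. It was at least 20 in every list, and divided by the width it lay below the summit −log10 q of the same peak by at least 1.32 in every record, where −log10 of 0.05 is 1.30. The deposited −log10 p and −log10 q values (columns 8 and 9) belong to the summit. The lowest summit −log10 p differed between lists, from 6.24 in systemically activated 5 to 7.13 in intact 1. Neighbouring peaks were at least 101 bp apart and no records overlapped. Signal and −log10 values are scaled within a library, so they were used to rank and to filter peaks. The closing section compares summit −log10 p between libraries at the sites shared by all of them, and the report gives the median −log10 q of a list as a description. The number of peaks that pass a significance threshold depends on the depth and the background of a library, and depth is unknown here because reads were not used.

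Sequence names give a chromosome arm, for long arms a segment number counted from 0 and a further number taken here as the start of the segment on its arm (856566866 for segment 2 of 5q), or an unplaced scaffold. Positions are printed 1-based within the named segment. A table of genes on the assembly UKY_AmexF1_1 was compared with the lists. On arm 3q the last peak ended at 1525626809, beyond the last gene at 1308613873. On every other arm compared the last peak lay before the end of the last gene. A last gene does not mark the end of an arm, and the positions rest on the assumed segment starts. A match of the assemblies could thus not be established, and no gene was assigned to any site. The comparison of promoter shares, which had been intended only for a matching annotation, was therefore not run.

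Peaks of a library that overlapped or touched would have been merged, which changed no list. Peaks of different libraries counted as shared when they overlapped by at least 1 bp, and sites were the clusters of peaks joined by such overlaps. Pair overlap was the share of the shorter list with a partner in the longer list. Peak numbers were compared as mean log2 number by 2-sided exact permutation tests over the 6 assignments of 4 libraries. Sites with a peak in both libraries of a group and in neither of the other were counted and set against the 3 divisions of the 4 libraries into pairs. Overlap of replicates was tested over the 15 pairings of 6 libraries, 1-sided. Overlap beyond random placement used 999 circular shifts of the shorter list along each sequence, whose length was taken as the last peak end in any list, with Benjamini-Hochberg adjustment over 15 pairs and an adjusted threshold of 0.05. With 2 libraries per group the smallest possible p of the exact tests was 0.333 for the comparisons of groups and 0.0667 for the pairings. Wilson 95% intervals are given for shares of peaks. They cover counting error only, and neighbouring peaks are not independent.

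The groups, the tests, the naming rule and the alternatives were fixed before the data were examined, except for a common −log10 p minimum of 7.13, the detection of peaks by rank, the overlap of each replicate pair set against pairs of the same libraries, the descriptions of the sites shared by all libraries or lacking in 1 group, and the 4 tests of explanations in the closing section, which were added afterwards. Named sites were the 5 sites present in all 6 libraries with the highest median within-library percentile of signal value and, for each of the 3 comparisons and each direction, the 3 such sites among those in both libraries of a group and in neither of the other. Alternatives were records as listed, a −log10 q of at least 5, the upper part of each list above its median signal, named chromosomes without scaffolds, an overlap of at least 50% of both peaks, a gap of up to 500 bp, the 248 strongest peaks of each list (the length of the shortest list), covered base pairs, the Jaccard index, a replicate block, and leaving out each library in turn.

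The overlap and site procedures were tested on simulated lists. All 15 simulated pairs sharing 50% of the shorter list were found beyond random placement, with measured shares of 49.8% to 50%, and 0 of 15 pairs that shared nothing were found. All 80 and 15 simulated separating sites and all 150 sites made in 4 lists were recovered. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.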

Results

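Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts and tags open DNA, in sorted cells from the limbs of the axolotl (Ambystoma mexicanum). The cells were sorted for a DNA content of 4C, the content of cells that have copied their genome, and each library was made from 10000 of them. There were 3 groups with 2 libraries each. The intact group came from limbs at homeostasis. The systemically activated group came from limbs of animals 14 days after an amputation, systemic activation being the term for cell cycle entry in tissue away from the amputated limb. The blastema group came from the regenerating outgrowth together with its wound epidermis. Libraries are named by their group and by the replicate number in the labels, which was 1 or 2 for intact and blastema and 4 or 5 for systemically activated.

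The measurements were the lists of accessible sites (peaks) that the authors called in each library separately. Read depth is unknown because the lists carry no read numbers. The number of peaks was 305 in intact 1, 483 in intact 2, 1389 in systemically activated 4, 2962 in systemically activated 5, 248 in blastema 1 and 258 in blastema 2. The DNA covered by peaks ranged from 138 kb in blastema 2 to 810 kb in systemically activated 5. The median width of a peak was 305 bp and 209 bp in the intact libraries, 199 bp and 223 bp in the systemically activated libraries, and 346.5 bp and 343 bp in the blastema libraries. The median of the authors' −log10 q at the summit was lowest in the longest list, at 1.77 in systemically activated 5, and highest in the shortest list, at 3.48 in blastema 1. Peaks on unplaced scaffolds made up 2.28% to 6.56% of a list.

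The comparison of systemically activated with intact limbs asked whether 4C cells differ in accessible sites after loss of a limb elsewhere in the animal. Systemically activated libraries had 2175.5 ± 1112 peaks (SD, n = 2) and intact libraries 394 ± 126 peaks (SD, n = 2). The difference in mean log2 peak number was 2.40, a ratio of 5.28, and both systemically activated lists were longer than both intact lists. A 2-sided exact permutation test over the 6 assignments of the 4 libraries gave p = 0.333. That is the smallest value this test can give for 2 libraries against 2, so this test cannot reach 0.05. Within a group the longer list had 2.13 times as many peaks as the shorter for systemically activated and 1.58 times for intact, both below the ratio between the groups. The covered DNA was 596 ± 302 kb in systemically activated libraries and 164 ± 17.1 kb in intact libraries (SD, n = 2 each). The alternative that moved the comparison most was a −log10 q of at least 5, under which the log2 difference was −0.36. At that threshold intact libraries had 78.5 ± 6.36 peaks and systemically activated libraries 61 ± 5.66 (SD, n = 2 each), and both intact lists were longer than both systemically activated lists.

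**Figure D1:**
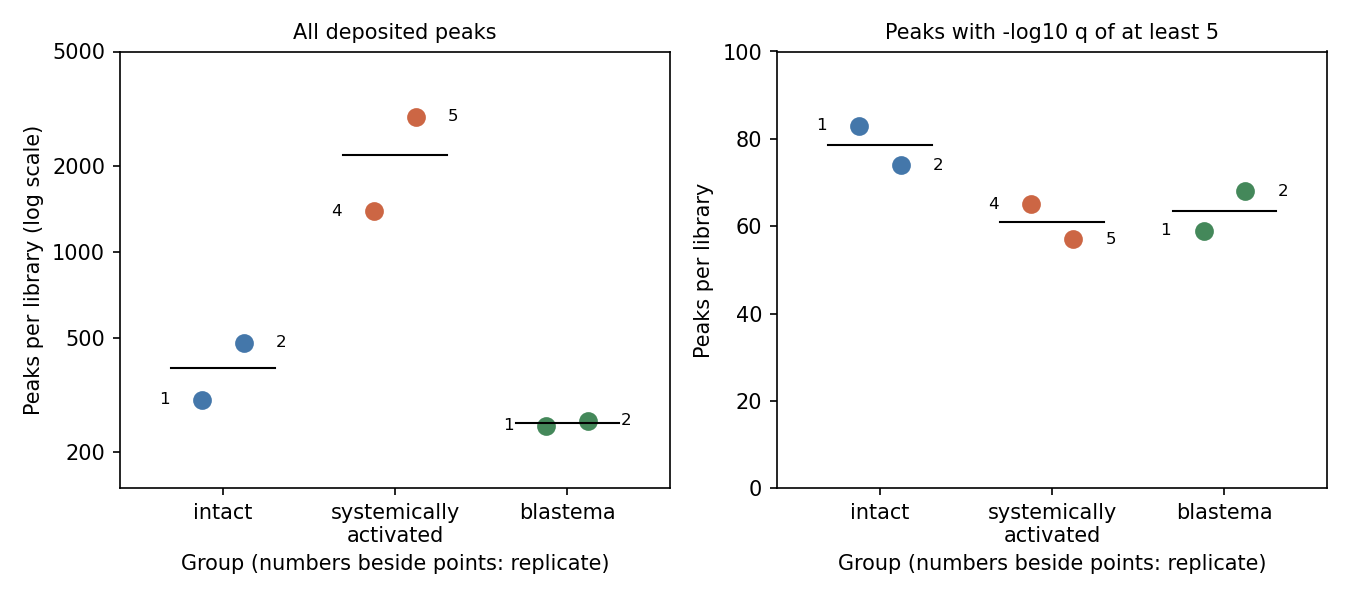
Peaks per library by group, for all deposited peaks (left, log axis) and for peaks with a −log10 q of at least 5 (right, linear axis). Points are libraries with their replicate number and lines are group means. The systemically activated libraries, at 1389 and 2962 peaks, lie above the intact libraries on the left, and at 65 and 57 peaks they lie below them on the right.

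Joining overlapping peaks of these 4 libraries gave 3522 sites, of which 180 had a peak in all 4 libraries. There were 635 sites (18.0%) with a peak in both systemically activated libraries and in neither intact library, against 18 with the opposite arrangement, a total of 653 sites that separated the groups. The other ways to divide the 4 libraries into pairs gave totals of 60 and 36 sites. The exact test over the 3 divisions gave p = 0.333, the smallest it can give. With a −log10 q of at least 5, the setting that moved this total most as a ratio, 17 sites separated the groups, 2 of them in the systemically activated libraries and 15 in the intact libraries. With the 248 strongest peaks of each list the total was 34, with 16 systemically activated and 18 intact sites. The total was 2618 without systemically activated 4 and 1101 without systemically activated 5, where fewer lists had to hold a site.

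The sites separating the groups were weaker in their own lists than the shared ones. Each peak was ranked by the authors' signal value, its area, as a percentile of its list. A percentile depends on the length of its list, so percentiles of different lists, here and below, are not comparable. At the 155 sites found in all 6 libraries the median percentile was 73.3 and 83.3 in the intact lists. It was 94.3 and 97.3 in the systemically activated lists, and 68.3 and 68.4 in the blastema lists. The median percentile in the systemically activated lists was 55.0 for the 635 sites, with a highest value of 94.0, and 94.9 for the 180 sites found in all 4 libraries. In the intact lists the median of the 18 intact sites was 33.5. The 3 strongest systemically activated sites lay on chromosome arm 12q, segment 0, from 209877257 to 209878045 (789 bp, median percentile 94.0), on arm 5q, segment 2, from 348893938 to 348894208 (271 bp, 91.3), and on arm 7q, segment 1, from 190849895 to 190850941 (1047 bp, 91.2). All are in the coordinates of the peak lists, whose genome build is not stated. The 3 strongest intact sites lay on arm 11p from 99978419 to 99978689 (271 bp, median percentile 56.6), on arm 11p from 304404972 to 304405755 (784 bp, 55.2), and on scaffold C0123164 from 14368 to 14952 (585 bp, 51.0).

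Detection of a systemically activated peak in the other libraries fell with its rank. Of the 100 strongest peaks of systemically activated 5, 100% overlapped a peak in intact 1, intact 2 and systemically activated 4, and 99% overlapped a peak in each blastema library. For ranks 201 to 300 the share was 78% (Wilson 95% CI 68.9 to 85.0) in systemically activated 4, 19% (12.5 to 27.8) in intact 1, 31% (22.8 to 40.6) in intact 2, 13% in blastema 1 and 16% in blastema 2. For ranks 501 to 1000 it was 38.8% in systemically activated 4, 2.2% in intact 1 and 7.6% in intact 2. Beyond rank 1000 it was 17.9% in systemically activated 4 and at most 3.31% in the other libraries. Of the peaks of systemically activated 4 at ranks 201 to 300, 88% were found in systemically activated 5, 13% in intact 1, 30% in intact 2, 15% in blastema 1 and 16% in blastema 2. The list searched for matches was longer for the other replicate than for any library of another group.

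**Figure D2:**
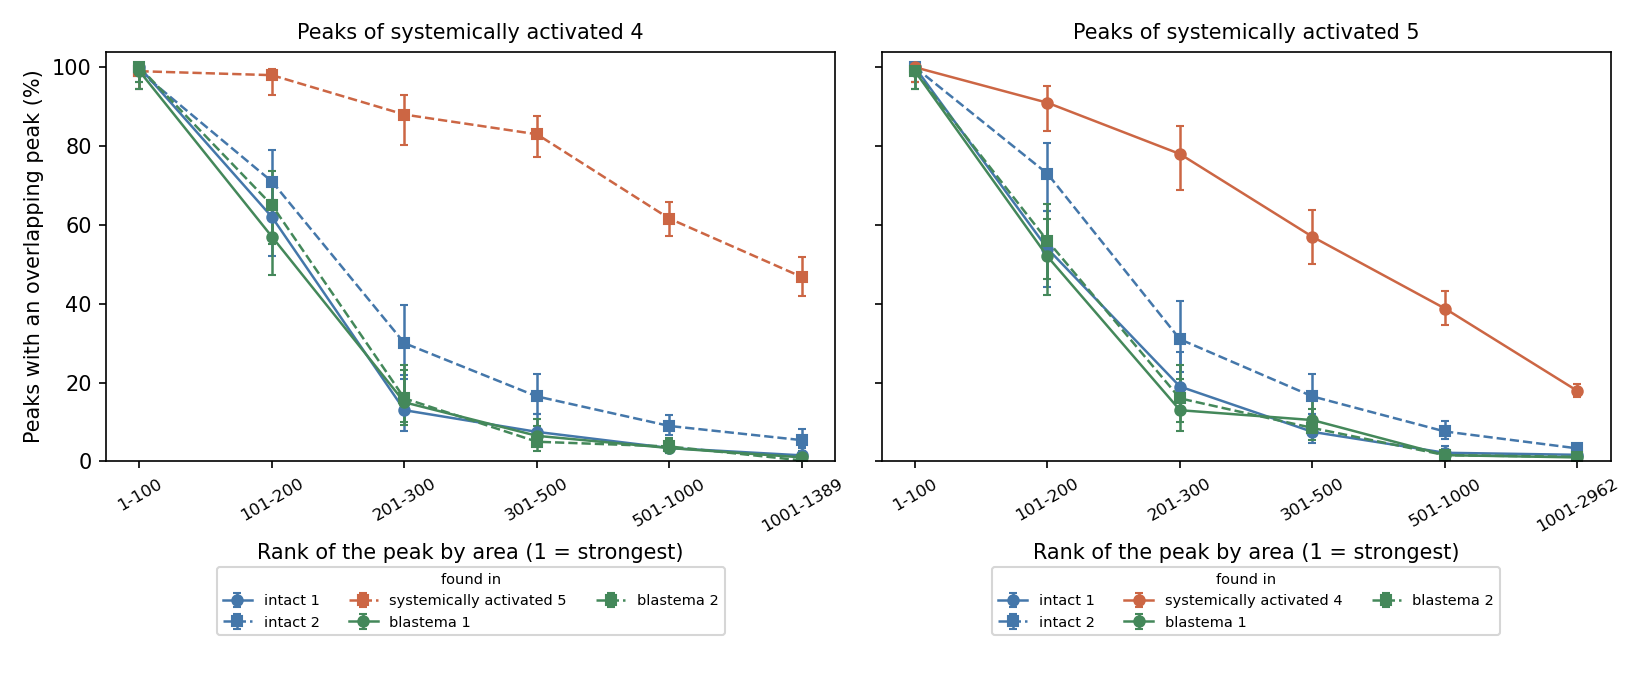
Share of the peaks of systemically activated 4 (left) and systemically activated 5 (right) that overlap a peak of each other library, by rank of the peak by area. Error bars are Wilson 95% intervals for counting error. In every rank class beyond the 100 strongest peaks, the other systemically activated library, which has the longest or the next longest list, holds the highest share.

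The comparison of blastema with intact limbs asked how 4C cells at the site of regeneration differ from those of limbs at homeostasis. Blastema libraries had 253 ± 7.07 peaks (SD, n = 2) against 394 ± 126 in intact libraries (SD, n = 2). The log2 difference was −0.60 (exact permutation test, 2-sided, p = 0.333, the smallest possible). Both blastema lists were shorter than both intact lists. The ratio of 0.659 between the groups was nevertheless a smaller difference than that between the intact replicates, whose longer list had 1.58 times as many peaks. Covered DNA was 140 ± 2.84 kb in blastema libraries. The 4 libraries gave 574 sites, 167 of them in all 4. In both blastema libraries and neither intact library there were 6 sites, and 25 had the opposite arrangement. The total of 31 compares with 8 and 11 for the other divisions (exact test, p = 0.333, the smallest possible). With the 248 strongest peaks of each list the direction changed, with 12 blastema and 8 intact sites. Without intact 1 the total was 263, of which 251 were intact sites, without intact 2 it was 97, and without blastema 1 or blastema 2 it was 66 or 59.

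Among the 6 blastema sites, the 3 strongest lay on arm 5q, segment 2, from 348893941 to 348894200 (260 bp, median percentile 46.0), on arm 13q from 448164231 to 448164784 (554 bp, 44.0), and on arm 13q from 55581222 to 55581868 (647 bp, 32.7). Of the 25 intact sites, the 3 strongest lay on arm 8p, segment 1, from 187175883 to 187176299 (417 bp, 64.4), on arm 9q, segment 2, from 305255570 to 305255971 (402 bp, 60.0), and on arm 11p from 304404972 to 304405755 (784 bp, 55.2).

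Systemically activated and blastema libraries, compared to set distant tissue against the regenerating site, differed by 3.0 in mean log2 peak number, a ratio of 8.02 (exact permutation test, 2-sided, p = 0.333, the smallest possible). With a −log10 q of at least 5 the difference was −0.057, smaller than the spread between replicates, with 63.5 ± 6.36 peaks in blastema libraries (SD, n = 2). Of 3411 sites, 170 were in all 4 libraries, 706 in both systemically activated libraries and neither blastema library, and 4 the other way round. The total of 710 compares with 15 and 14 for the other divisions (exact test, p = 0.333, the smallest possible). It was 2731 without systemically activated 4 and 1172 without systemically activated 5. The direction changed with a −log10 q of at least 5, where 5 sites were systemically activated and 7 blastema, and with the 248 strongest peaks of each list, where the sites numbered 16 and 29. The strongest systemically activated sites were the 12q site named above, arm 5p, segment 0, from 24154859 to 24155219 (361 bp, median percentile 92.2), and arm 1q, segment 2, from 409108915 to 409109808 (894 bp, 91.8). Percentiles in the far shorter blastema lists cannot be set against these. The strongest blastema site lay on arm 7q, segment 2, from 318470505 to 318470799 (295 bp, 37.2). Next came sites on arm 5q, segment 0, from 58602038 to 58602192 (155 bp, 23.5), and on arm 11p from 99978434 to 99978698 (265 bp, 14.9). The 5q site ends shortly before 58602429, where a cluster of sites found in all 6 libraries begins. With a gap of up to 500 bp, 2 blastema sites remained instead of 4.

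Replicates were then compared with libraries of other groups. The share of the shorter list that overlapped the longer one was 78.7% between the intact replicates (240 of 305 peaks, Wilson 95% CI 73.8 to 82.9), 67.7% between the systemically activated replicates (941 of 1389, 65.2 to 70.2) and 82.7% between the blastema replicates (205 of 248, 77.5 to 86.9). The 3 replicate pairs averaged 76.4% and the 12 pairs between groups averaged 81.6%, with a range of 63.1% to 89.9%. Replicates therefore overlapped less by 5.28 percentage points (difference −5.28; exact permutation test over the 15 ways to pair 6 libraries, 1-sided for higher overlap of replicates, p = 0.933). The measure that moved this most was the Jaccard index of covered base pairs, which was higher in replicates by 19.0 on a scale of 100 (exact permutation p = 0.0667, the smallest that 15 pairings can give). With the 248 strongest peaks of each list, replicates overlapped by 76.8% for intact, 71.6% for systemically activated and 82.7% for blastema. That averaged 77.0% against 71.9% between groups, a difference of 5.07 percentage points (exact permutation p = 0.0667). Set against the 8 pairs between groups that involve the same libraries, the intact replicates exceeded 5 (mean of the 8, 73.4%), the systemically activated replicates 7 (mean 68.9%) and the blastema replicates 8 (mean 73.5%). With a −log10 q of at least 5 the difference was 7.22 (exact permutation p = 0.0667).

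**Figure D3:**
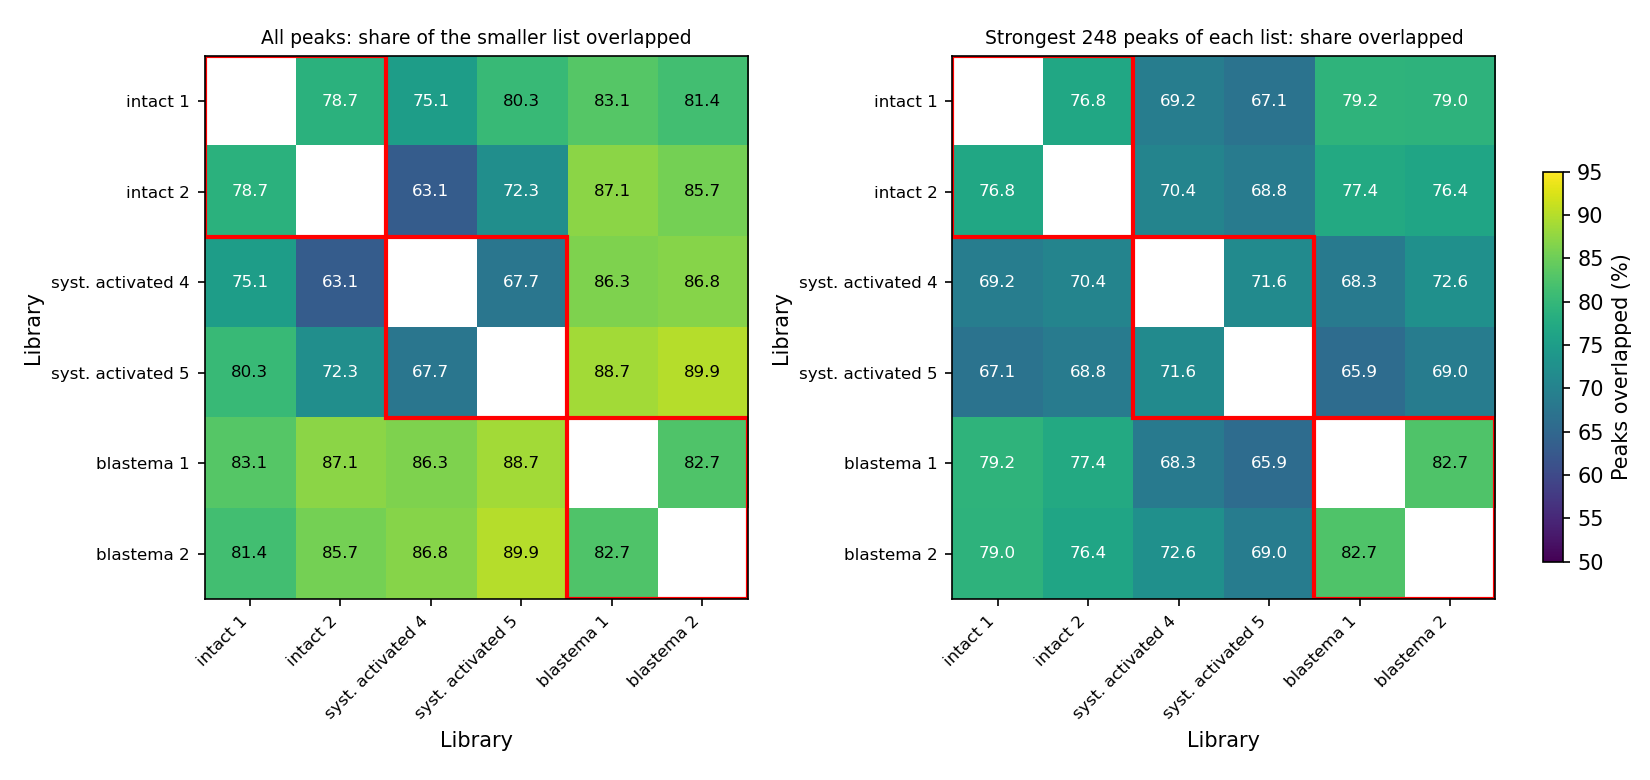
Share of peaks overlapped for each pair of libraries, for the shorter of the full lists (left) and for the 248 strongest peaks of each list, averaged over both directions (right). Red squares mark replicate pairs. On the left the highest share, 89.9%, is between systemically activated 5 and blastema 2, and on the right it is 82.7%, between the blastema replicates.

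All 15 pairs of lists overlapped beyond random placement (random circular shifts of the shorter list, 1-sided permutation p = 0.001 in each pair, the smallest the shifts can give, and 0.001 after Benjamini-Hochberg adjustment over the 15 pairs). Observed shares of at least 63.1% compare with a highest shifted share of 4.44%. Each of these tests compares the lists of 2 libraries and not the conditions.

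Over all 6 libraries there were 3529 sites. Of these, 2465 (69.8%) had a peak in 1 library, which was systemically activated 5 for 1936 of them, and 155 (4.39%) had a peak in all 6. A −log10 q of at least 5 moved the latter number most, to 44. The 155 shared sites had a median width of 700 bp against 211 bp for the rest. They held 95.4% and 94.0% of the summed peak area in the intact lists, 81.6% and 62.8% in systemically activated 4 and systemically activated 5, and 97.6% and 96.8% in the blastema lists. By number they held 59.0% of the peaks of intact 1 (180 of 305, Wilson 95% CI 53.4 to 64.4) and 5.71% of those of systemically activated 5 (169 of 2962, 4.93 to 6.60). The area sums depend on how much was called in a library, and the covered lengths are those given above. Across the 155 sites, which are not independent replicates, Spearman's rho of peak area was 0.956, 0.925 and 0.946 within the intact, systemically activated and blastema groups and 0.860 to 0.930 between groups.

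The 5 sites with the highest median percentile among the 155 were on arm 5q, segment 0, from 57768606 to 57773666 (5061 bp, 99.9), on arm 3p, segment 1, from 259876344 to 259880517 (4174 bp, 99.6), on arm 2p, segment 0, from 116659249 to 116663004 (3756 bp, 99.3), on arm 3p, segment 1, from 259791226 to 259794183 (2958 bp, 99.2), and on arm 5q, segment 0, from 58675102 to 58679233 (4132 bp, 99.0). The sites on 3p lie within 100 kb of each other, and the last of the named sites lies in a cluster of 11 shared sites on 5q between 58602429 and 58687642.

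Sites present in both libraries of a pair of groups and absent from both libraries of the remaining group were few. There were 2 such sites lacking in intact, 7 lacking in blastema and 1 lacking in systemically activated. The sites lacking in intact were the 5q segment 2 site named above and, on arm 3q, segment 0, a site from 27486586 to 27486849 (264 bp). The site lacking in systemically activated was the 11p site from 99978419 to 99978698 (280 bp). These sites were chosen after their values had been seen. Of the 635 sites found in both systemically activated and neither intact library, 10 (1.57%) had a peak in a blastema library, against 172 of the 179 sites (96.1%) found in both systemically activated and both intact libraries. These sites were joined over all 6 libraries, which gives 179 where joining over the 4 libraries gave 180. The contrast follows in part from selection and list length. The 179 sites were chosen for presence in 4 lists, and the 635 for absence from the intact lists. The blastema lists held 248 and 258 peaks, of which 171 and 177 lay at the 155 sites found in all 6 libraries. Few blastema peaks could thus match any of the 635 sites, and the contrast does not show that blastema cells lack them.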

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

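The common −log10 p minimum is the only setting in this part that was chosen after the results were seen. Because the exact permutation test of 2 libraries against 2 cannot give a p below 0.333, the settings are compared by direction, size and the spread between replicates.

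The excess of peaks in systemically activated libraries kept its direction in 9 of 10 alternatives against intact and in 9 of 10 against blastema. Among these, records as listed and the upper part of each list leave the ratio in place by construction. Leaving out a library could not change the direction either, because both systemically activated lists were longer than every other list. Against intact the log2 difference was 2.40 with all peaks, 1.59 with the common −log10 p minimum, 1.77 for covered base pairs and 2.43 on named chromosomes, and it ranged from 1.86 to 2.95 across the 4 settings that each left out a library. Against blastema it was 2.19 with the common minimum, 1.99 for base pairs and 2.46 to 3.55 when a library was left out. With a −log10 q of at least 5 both differences reversed, to −0.36 and −0.057, the latter with an exact permutation p of 0.667. That threshold keeps 57 to 83 peaks per list. Values of −log10 q are scaled within a library. Their maximum was 7.21 and 6.03 in the systemically activated, 9.28 and 7.78 in the intact and 7.41 and 6.91 in the blastema lists. The reversal therefore does not by itself place the excess among weaker peaks. The difference between blastema and intact stayed negative in all 11 alternatives run, from −0.93 without intact 1 to −0.22 for covered base pairs, and was −0.27 without intact 2. Most of these alternatives could not reverse it. Records as listed, the upper part of each list and the replicate block keep it by construction. Leaving out a library keeps its sign, because both blastema lists were shorter than both intact lists.

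The numbers of sites separating the groups moved with the threshold and with the length of the lists. For systemically activated against intact the total of 653 sites was 17 with a −log10 q of at least 5 (2 systemically activated, 15 intact) and 34 with the 248 strongest peaks (16 and 18), both reversed in direction. It was 288 in the upper part of each list by signal, all of them systemically activated, and 305 with the common −log10 p minimum (284 and 21). Leaving out a library gave 751 to 2618, the highest without systemically activated 4, and 1101 without systemically activated 5. For blastema against intact the total of 31 was 12 with a −log10 q of at least 5, 18 in the upper part of each list, and 20 with the strongest peaks (12 blastema, 8 intact, reversed). Leaving out a library gave 59 to 263, the highest without intact 1. The values without intact 2 and without blastema 1 were 97 and 66. For systemically activated against blastema the total of 710 was 12 with a −log10 q of at least 5 (5 and 7, reversed), 45 with the strongest peaks (16 and 29, reversed), 349 in the upper part and 331 with the common minimum (323 and 8). Leaving out a library gave 731 to 2731, the highest without systemically activated 4, with 1172 without systemically activated 5. Lists of equal length pull the numbers on both sides towards each other by construction, but this does not set which side is larger. A total rises when a library is left out because fewer lists must hold a site. For the reversals with the strongest peaks and at the stricter q the cause was not tested, and counts of 16 against 18 and 5 against 7 are close to even. Against systemically activated libraries, blastema sites numbered 4 with the full lists and 29 with the strongest peaks. Most of the 29 thus had a systemically activated peak that the cut removed. Overlap of at least 50% of both peaks (480, 42 and 513), a gap of up to 500 bp (623, 27 and 689), named chromosomes and records as listed stayed within 1.5 times of the totals and kept their direction.

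The lower overlap of replicates, −5.28 percentage points, reversed in 3 of 14 alternatives, to 7.22 with a −log10 q of at least 5, 5.07 with the strongest peaks and 19.0 for the Jaccard index on a scale of 100. Each had the smallest exact permutation p of the 15 pairings, 0.0667. The cause was not tested. Leaving out a library gave −8.75 to −0.39. For the overlap within each group, 13 of 21 alternatives fell outside the 95% interval of the share and 8 inside it. All 15 pairs overlapped beyond random placement under each of the 6 alternatives run. The number of sites in all 6 libraries, 155, was 44 with a −log10 q of at least 5 and stayed within 1.5 times under the other 6 alternatives, from 108 to 155.

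Intact and blastema libraries share the replicate numbers 1 and 2, but the labels do not say that a number marks a shared animal or day, and the deviations of same-numbered libraries had a correlation of −0.03 over 574 sites. With the replicate number as a block, the log2 difference of −0.60 and the 31 separating sites are unchanged by construction, and the exact permutation p is 0.5 for each, the smallest the block allows. Systemically activated libraries carry the numbers 4 and 5 and could not be blocked.

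The promoter share and its alternatives were not run for lack of an annotation known to match. The strongest 248 peaks cannot give a difference in peak number and were not applied to it. Depth is unknown, which limits all comparisons of peak number, because a site absent from a list may be accessible and below the threshold of that library, as the fall from 653 to 34 separating sites at equal list length also allows.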

Other observations

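The 4 tests of explanations in this part, including the exact McNemar tests at both lengths and the comparison of summit −log10 p at shared sites, were chosen after the results they bear on had been seen.

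Systemically activated lists were longer than intact lists, and the lowest summit −log10 p of a list differed between libraries, which could by itself lengthen a list. With the common minimum of 7.13 for all lists the log2 difference in peak number was 1.59, a ratio of 3.02, against a pooled SD of 0.378 between replicates. Taken on the printed scale, this argues against list-specific p-value cutoffs as the whole cause, although the difference was smaller than the 2.40 with all peaks. It leaves open that p-values themselves move with depth and background, as their scale is set within each library by an unstated method. With a −log10 q of at least 5 the difference was −0.36. As q is also scaled within a library, this does not by itself place the pattern among weaker peaks.

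The 635 sites in both systemically activated lists and in neither intact list could arise from list length alone, since a longer list holds more of any other list. To remove length, the systemically activated and intact 2 lists were reduced to their 483 strongest peaks, the length of intact 2. Of the peaks of systemically activated 4, 58.6% were then found in systemically activated 5 and 47.6% in intact 2, with 79 peaks found only in the former and 26 only in the latter (exact McNemar p = 2.17e-07). Of the peaks of systemically activated 5, 58.0% were found in systemically activated 4 and 48.7% in intact 2, a difference of 9.32 percentage points (75 and 30 peaks, exact McNemar p = 1.32e-05). At the length of the shortest list, 248 peaks, the differences were 2.42 percentage points for systemically activated 4 (20 and 14 peaks, exact McNemar p = 0.392) and 4.03 for systemically activated 5 (20 and 10 peaks, exact McNemar p = 0.0987). At that length 16 sites were in both systemically activated lists and neither intact list, against 18 the other way round, and the systemically activated replicates overlapped by 71.6%, more than 7 of the 8 pairs of a systemically activated library with another group (mean 68.9%, highest 72.6%). The excess at 483 peaks goes against length alone, but it did not pass the test at 248 peaks. The longer cut also takes in the weakest peaks of intact 2 and only the stronger ones of the systemically activated lists. List length therefore stays open. The tests compare these lists, since peaks are not replicates.

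A difference in depth or background between the libraries is a further candidate explanation. Intact 2 had 242 sites that intact 1 lacked. Of these, 154 (63.6%, Wilson 95% CI 57.4 to 69.4) had a peak in a systemically activated list, against a mean of 0.016% and a highest value of 0.826% under random placement, and 25 (10.3%) had a peak in a blastema list. Sites gained by the longer intact list were thus mostly sites of the systemically activated lists, as deeper or cleaner libraries would give. All pairs of lists exceeded random placement, so that comparison does not single out this explanation. The blastema lists are also far shorter, so their lower share is not a like-for-like comparison. At the 155 sites found in all 6 libraries, summit −log10 p was lower in both systemically activated than in both intact lists at 62 sites and higher at 20, where chance gives 16.7% of the 155 for each. The medians were 10.4 and 9.97 in the systemically activated lists, 11.1 and 10.7 in the intact lists, and 10.3 and 10.4 in the blastema lists, which are the shortest. Across the intact and systemically activated lists these medians fell as the lists became longer, but the blastema lists broke that order. Deeper or cleaner libraries would give higher values if −log10 p were on a common scale, but its scale is set within each library by an unstated method, so these values decide nothing about depth. A gain of accessible sites in systemically activated limbs that leaves the sites of intact limbs open would give the same, so depth and a biological difference cannot be told apart without read numbers. The biological difference between the groups stays among the open explanations, untested.

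The 155 sites found in all 6 libraries were crowded. Joined within 10 kb, and without unplaced scaffolds, they made 103 loci, and 38.8% of these had another within 1 Mb. Loci made in the same way from sites in both systemically activated lists, but not in all 6 lists, numbered 661. In 10000 draws of 103 from these, the mean share was 2.38% and the highest 13.6% (permutation p = 0.0001, the smallest the draws can give). A draw thins any clusters among the 661 loci, so the test compares the 103 with random subsets only. The crowding of all 661 was not measured. Counted in bins of 1 Mb, the fullest bin had 11 sites on arm 5q, segment 0, between 58602429 and 58687642. Next came 6 sites on arm 3p, segment 1, between 259785883 and 259882708, and 5 sites on arm 13q between 20670004 and 20790967. Copies of a repeat or a duplicated segment, to which reads of many copies map, are a possible explanation, as wide, strong peaks in every library would follow from them. Clusters of genes that are open in all limb cells predict the same, and without the sequence or an annotation of the build the 2 cannot be told apart. No biological explanation was tested for this pattern.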
